# Ecrg4 peptide is the ligand of multiple scavenger receptors

**DOI:** 10.1038/s41598-018-22440-4

**Published:** 2018-03-06

**Authors:** Tetsuo Moriguchi, Shuji Takeda, Shinzo Iwashita, Kei Enomoto, Tatsuya Sawamura, Uichi Koshimizu, Toru Kondo

## Abstract

Esophageal cancer-related gene 4 (*Ecrg4*) encodes a hormone-like peptide that is believed to be involved in a variety of physiological phenomena, including tumour suppression. Recent progress in the study of Ecrg4 has shown that Ecrg4 is a proinflammatory factor and induces the expression of several cytokines and chemokines in macrophages/microglia. However, the detailed molecular mechanisms of Ecrg4 signalling, especially the Ecrg4 receptors, remain poorly understood. Here, using retrovirus-mediated expression cloning, we identified lectin-like oxidised low-density lipoprotein receptor-1 (LOX-1) as a membrane protein that binds amino acid residues 71–132 of Ecrg4 (Ecrg4(71–132)). Moreover, in addition to LOX-1, several scavenger receptors, such as Scarf1, Cd36 and Stabilin-1, facilitated the efficient internalisation of Ecrg4(71–132) into cells. A broad competitive inhibitor of scavenger receptors, polyinosinic acid, reduced both the binding of Ecrg4(71–132) and the activation of NF-κB in microglia. This activation was dependent on MyD88, an adaptor protein that recruits signalling proteins to Toll-like receptors (TLRs), with the consequent induction of various immune responses. These data suggest that multiple scavenger receptors recognise Ecrg4(71–132) and transduce its signals, together with TLRs, in microglia.

## Introduction

Peptide hormones regulate many biological processes, and in many cases, their biological information is transduced into the target cells through specific receptors. The esophageal cancer-related gene 4 (Ecrg4) product, also known as augurin, is a recently identified neuronal peptide hormone that was originally reported as a candidate tumour suppressor^1,2^. Since then, ECRG4 has been shown to participate in many physiological phenomena, including tumour suppression, cell senescence, central nervous system homeostasis, Alzheimer’s disease, and immune responses^3–12^.

*Ecrg4* is conserved from fish to humans, and mammalian *Ecrg4* encodes a precursor protein of 148 amino acids. Several post-translational modifications of Ecrg4 have been reported, and the most important is its proteolytic processing^2,13,14^. The first 30 amino acids of Ecrg4 function as a signal peptide and are cleaved off in the secretion pathway^14^. A conserved consensus sequence for furin, a member of the prohormone convertases, is located in the middle region of Ecrg4, and a thrombin cleavage site occurs near the C-terminus^2,13^. Thus, like other neuronal peptide hormones, the Ecrg4 precursor protein produces several different peptides. Although several reports have shown that Ecrg4 inhibits cell proliferation, accumulating evidence including ours indicates proinflammatory functions for the Ecrg4 peptides: cerebral ventricular injection of amino acids 71–148 of Ecrg4 increased plasma adrenocorticotropic hormone and corticosterone in rats^15^. The C-terminal Ecrg4 peptide containing amino acids 133–148 (Ecrg4(133–148)) activated the NF-κB pathway in macrophages and interacted with the innate immunity receptor complex (Toll-like receptor 4 (TLR4)/CD14/MD2 complex)^16,17^. Ecrg4(71–132) and Ecrg4(133–148) activated macrophages/microglia and induced the expression of several cytokines and chemokines, which contribute, at least in part, to the antitumour function of Ecrg4^10,11^. Together, these findings suggest that Ecrg4 acts as an inflammatory cytokine that regulates many physiological processes, rather than a traditional tumour suppressor. To unravel the molecular mechanisms of the Ecrg4 signalling pathways, we searched for Ecrg4 receptors in this study.

## Results

### Identification of LOX-1 as an Ecrg4-binding membrane protein

To identify the Ecrg4 receptor, we generated a mouse Ecrg4–human Fc fusion protein (Ecrg4–Fc) in HEK293 cells. We found that the conditioned medium contained several bands that reacted with anti-Ecrg4 and anti-human Fc antibodies (Supplementary Fig. S1), although Ecrg4 was shown to be translocated to the cell surface and not released into the culture medium in HEK293 cells^14^. These mixed Ecrg4–Fc proteins were used for subsequent receptor screening.

We constructed a retrovirus-based expression library^18^ prepared from the cDNA of CG4 cells and infected Ba/F3 cells with the virus. Using the Ecrg4–Fc protein, we sorted Ecrg4–Fc-binding cells by flow cytometry and expanded them. After 5 rounds of this sorting and expansion cycle, we obtained a single clone (designated BaF/3 (#BEB1) thereafter), which acquires a high binding capacity for Ecrg4 (Supplementary Fig. S2). We further prepared an expression library from BaF/3 (#BEB1) mRNA and introduced the library into the parental Ba/F3 cells. After three cycles of sorting and expansion, we observed that over 40% of the cells were strongly bound to Ecrg4 (Fig. 1A). After we obtained Ecrg4–Fc-binding single-cell clones, we identified LOX-1, which was commonly expressed in most of the clones, using retrovirus-specific primers (Fig. 1B). LOX-1 is a type II transmembrane protein with a C-type lectin-like domain (CTLD) in the extracellular region, which is required for the recognition of its ligands, such as ox-LDL^19,20^ and see (Fig. 1C). The results of a microarray indicated that the *LOX-1* mRNA levels were much higher in the BaF/3 (#BEB1) cells than the parental Ba/F3 cells (Supplementary Fig. S2).

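RNA from the parental Ba/F3 cells, a mouse pro-B cell line that grows in interleukin-3, and from the Ecrg4-binding clone BaF/3 (#BEB1) was amplified, labelled with cyanine 3 and hybridised to Agilent whole mouse genome arrays. There was 1 array per cell line, both on the same slide, so no difference between the cell lines has a replicate check and no p-value is given. Feature Extraction 9.5.1.1 subtracted the background and corrected trends across each array. For their table of normalised values, the authors set signals below 1.0 to 1.0, divided each array by its 75th percentile and took log2 in GeneSpring GX. Steps of the same kind were repeated here from the scanner signals of the 43020 spots of the 39429 distinct probes that are not controls. The scaling values differed from those of the authors, and the median difference between the arrays over genes was shifted by 0.02 in their table.
The scanner output and the authors' table give the arrays to the cell lines in opposite ways. Across the 39429 probes, the column of the table for the parental cells had a Pearson correlation of 0.999998 with the scanner signals deposited for BaF/3 (#BEB1) and of 0.982285 with those deposited for the parental cells. The column for BaF/3 (#BEB1) had a correlation of 0.999996 with the scanner signals deposited for the parental cells and of 0.982286 with those deposited for BaF/3 (#BEB1). These correlations are across probes, which are not independent replicates. The array that the table lists as BaF/3 (#BEB1) and the scanner output as the parental cells is called array A, and the other is called array B. Which assignment is right was not settled here, and differences are given as array A minus array B. They are BaF/3 (#BEB1) minus parental by the authors' table, and parental minus BaF/3 (#BEB1) by the scanner output.
On array A, 19480 probes (49.4%) were well above background and the 75th percentile of the signal was 1506. On array B, these values were 19659 probes (49.9%) and 1080. No spot was saturated on either array. A gene was taken as measured where at least 1 of its probes was well above background on both arrays, and its difference is the mean over those probes. Where a gene was well above background on 1 array only, the difference is a bound against the lowest signal well above background on the other array, or against the dim probe's own signal where that was higher, and is written as at least N-fold. Of the 399 probes printed at 10 spots, 211 were well above background at every spot, and the median SD of their log2 signal between spots was 0.06 on array A and 0.05 on array B. This spread covers the array only and not the differences between cultures. The number of arrays limits the precision of every value.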

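Olr1, the gene that encodes LOX-1, was 32.1-fold brighter on array A than on array B, a log2 difference of 5.01. This is 5.01 for BaF/3 (#BEB1) over the parental cells by the assignment in the authors' table, which is the direction the paper states, and −5.01 by the assignment in the scanner output. No other of the 14815 measured genes had a larger difference towards array A. Genes well above background on array A only are not among these, and Olfm3 had a larger bound there, at least 136-fold (7.09). With normexp background correction, Olfm3 was at 4.95 and Olr1 at 4.80. Other genes with large differences towards array A were Serpinb9f, a serine protease inhibitor gene (5.00), Bcl2a1c, of the Bcl2 survival family (4.86; both genes belong to families whose members share sequence), Egr2, an early response transcription factor (4.74), and the genes of the chemokines Ccl4 (4.59) and Ccl3 (4.43). Among genes with a symbol measured on both arrays, the largest differences towards array B were in S100a9, a calcium-binding protein of neutrophils (−5.90), Scin, an actin-severing protein (−5.70), Cpa3, a mast cell protease (−5.44), Mmp8, a neutrophil collagenase (−4.99), and Gzmb, a cytotoxic granule protease (−4.86).
Olr1 was read by 1 probe (A_51_P462192, for the transcript NM_138648), printed at 1 spot, with the sequence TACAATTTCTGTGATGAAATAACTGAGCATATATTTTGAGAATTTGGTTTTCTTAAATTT. In mm9 it lies on chromosome 6 from 129435316 to 129435375 on the minus strand. Its place within the exons and UTRs of Olr1 was not looked up, since no mm9 gene annotation was used here. The background-subtracted signal of the probe was 12962 on array A and 289 on array B, well above background on both. On the normalised log2 scale these are 3.11 and −1.90.
Of the 24 scavenger receptor genes listed, 7 were measured, and 13 were not well above background on either array, among them Msr1, Cd36, Colec12 and Scarf1. Olr1, which the study cloned from these cells, was the only measured gene of the list at least 2-fold higher on array A with the 75th percentile scaling. The 3 measured genes at least 2-fold higher on array B were Stab1 (−1.41), the HDL receptor Scarb1 (−1.38) and the lysosomal glycoprotein Cd68 (−1.26), of which Cd68 falls short of 2-fold with each array scaled to its median (−0.97) and with normexp background correction (−0.87). Cd5, well above background on array B only, was at least 2.82-fold brighter there, and falls short of 2-fold with normexp (−0.95). With median scaling, 2 of the 7 genes were at least 2-fold higher on array A and 2 on array B. With a looser filter on dim probes, 1 of 14 was higher on array A and 5 on array B. With no filter, 1 of 24 was higher on array A and 6 on array B. The median difference of the 7 genes was −0.35, at percentile 11.8 among 10000 random lists of the same size and like mean signal, and it was −0.05 with median scaling, −0.08 with quantile scaling, −0.19 with a looser filter on dim probes and −0.17 with none. Of 10 measured C-type lectin receptor genes, Olr1, Clec7a, which encodes the β-glucan receptor dectin-1 (3.88), and the lymphocyte activation marker Cd69 (2.58) were at least 2-fold higher on array A. Clec4d, named after its value was seen, was at least 2-fold higher on array B (−1.98). With the looser filter on dim probes, 4 of 16 were at least 2-fold higher on array A and 3 on array B. With no filter, 4 of 31 were higher on array A and 6 on array B. Among genes well above background on 1 array only, Clec10a was at least 6.51-fold brighter on array B, as was Ly75, also named after its value was seen, by at least 3.63-fold, and Clec2g was brighter on array A. With normexp, these values were −1.52 for Clec10a and −1.20 for Ly75 on the log2 scale. The median of this list was 0.21, at percentile 83.9, and it was 0.50 with median scaling, −0.17 with no filter on dim probes and −0.08 with genes at their bounds included.

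**Figure D1:**
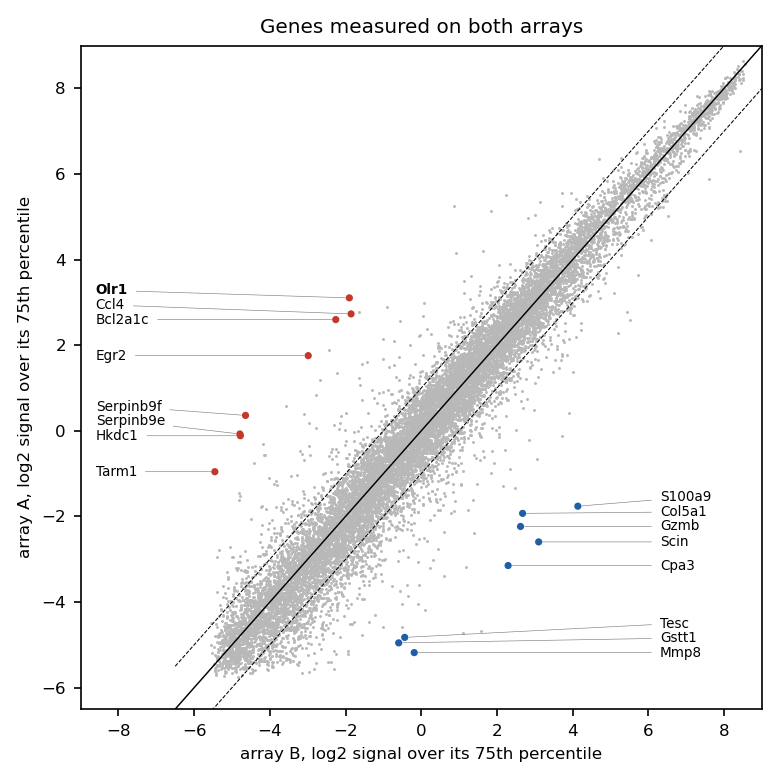
Log2 signal over the 75th percentile of the array for the 14815 genes measured on both arrays, array B on the horizontal axis and array A on the vertical axis, 1 point per gene and 1 array per axis. The solid line marks equal values and the dashed lines 2-fold differences; the 8 genes with a symbol and the largest difference in each direction are coloured and named, with Olr1 at −1.90 on array B and 3.11 on array A.

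Olr1 lies in a cluster of lectin-like receptor genes. Among 47 other genes with a probe within 1 Mb of the Olr1 probe, 14 were well above background on at least 1 array. Of these, 5 were at least 2-fold higher on array A. They were Clec7a, with a probe 23.6 kb from that of Olr1, Cd69, Clec2g (at least 6.65-fold), Clec2f (at least 3.26-fold) and Klrc1, a natural killer cell receptor gene (at least 2.98-fold). Klrb1f (−1.04, and −0.75 with median scaling) and BC035044 (at least 2.47-fold) were at least 2-fold higher on array B. Gabarapl1, an autophagy gene on the other side of Olr1, differed by −0.90, and Clec2d by −0.03, which turns to 0.26 with median scaling and 0.05 with normexp. With normexp, Clec2g was still past 2-fold (1.37), and Clec2f (0.75), Klrc1 (0.78) and BC035044 (−0.79) were not, which leaves 3 of the 14 genes (21.4%) at least 2-fold higher on array A. The genes nearest to Olr1 on either side, other than Clec7a and Gabarapl1, were not well above background on either array, among them Clec1a, Clec9a and Tmem52b.

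**Figure D2:**
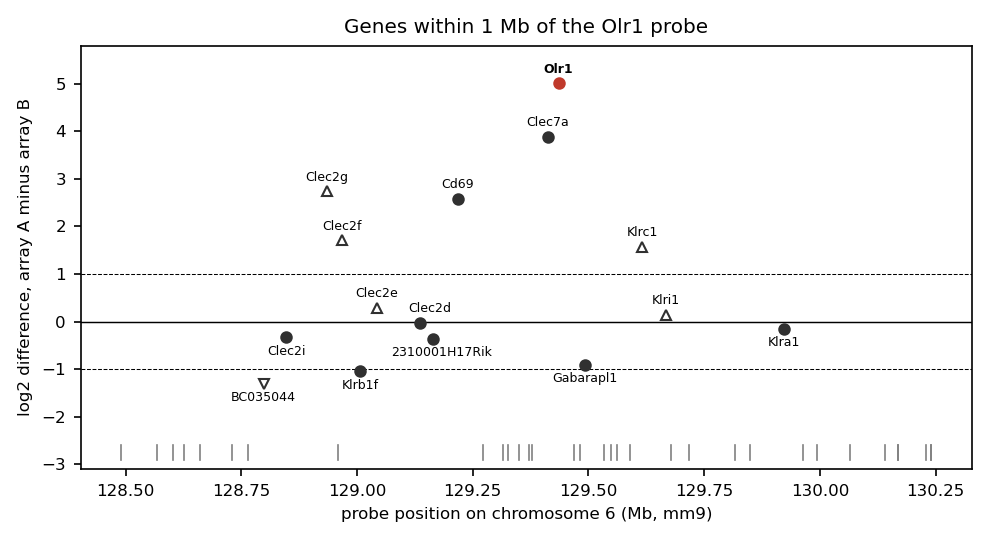
Log2 difference, array A minus array B, of genes with a probe within 1 Mb of the Olr1 probe, against probe position on chromosome 6 in Mb (mm9). Circles are genes measured on both arrays, triangles are bounds for genes well above background on 1 array only, ticks at the bottom are genes not well above background on either array, and the dashed lines mark 2-fold differences; Olr1 (red) is at 5.01 and Clec7a at 3.88.

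In all, 570 genes were at least 2-fold higher on array A and 1082 on array B, so that 34.5% of these genes were higher on array A. With each array scaled to its median instead, the counts were 1313 and 587 (69.1%), since this scaling shifts every difference by 0.29 towards array A. Median scaling rests on signals near background. The median signal was 32.6 on array A and 28.6 on array B, and the lowest signals well above background were 27.6 and 22.9. The share was 26.2% with scaling over probes well above background on both arrays and 41.7% with quantile scaling, so the balance stayed with array B. With normexp, differences of some genes dim on 1 array were smaller, such as Serpinb9f (3.46), Mmp8 (−3.68) and Clec7a (2.77), and those of others were larger. That of Olr1 was 4.80 by size. From the microarray, the paper states that LOX-1 mRNA levels were much higher in BaF/3 (#BEB1) than in the parental cells.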

**Figure 1:**
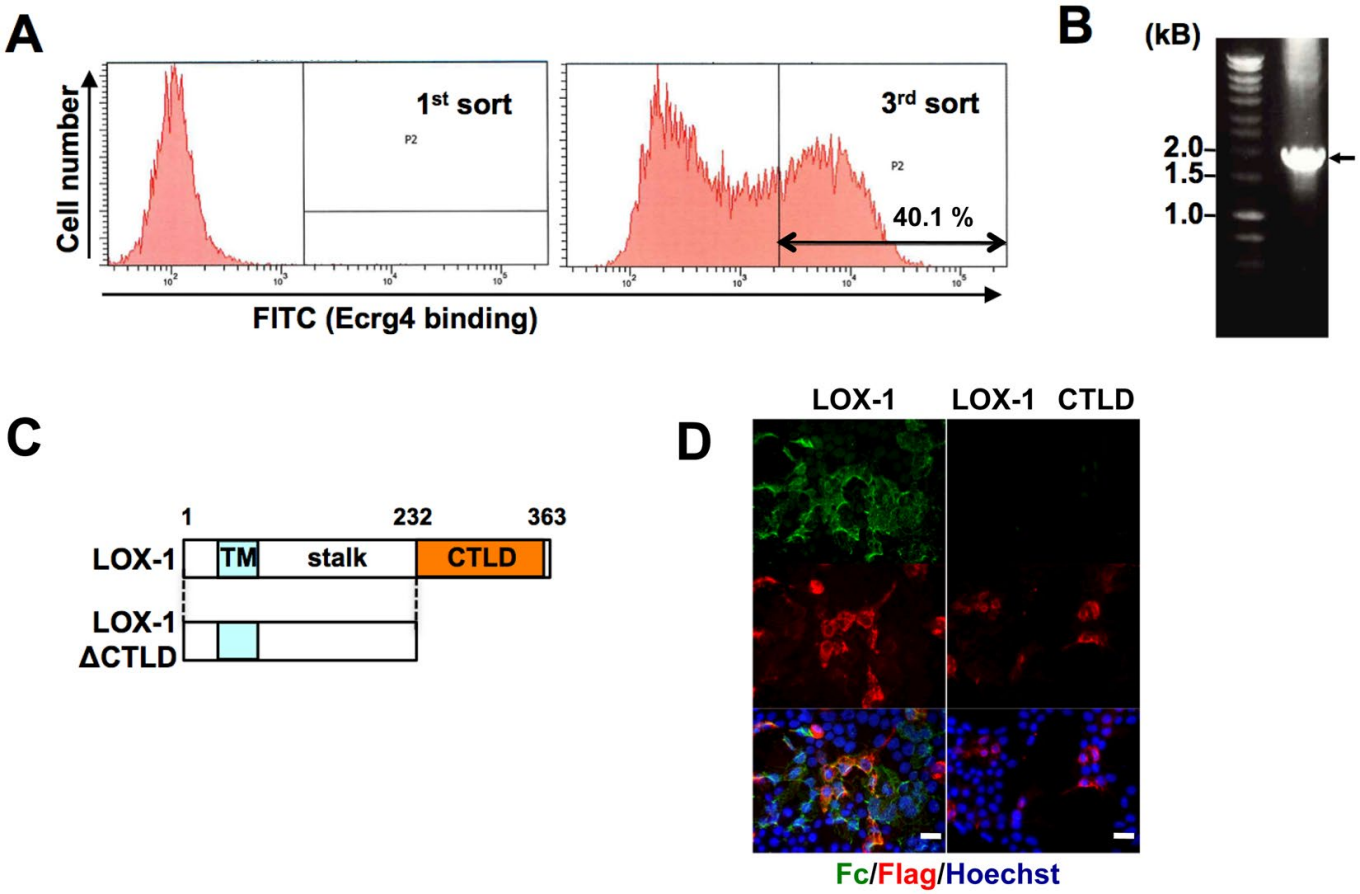
Molecular cloning of LOX-1. (**A**) Ba/F3 cells were retrovirally transfected with a cDNA library from the variant Ba/F3 (#BEB1) cell line, immunologically stained for Ecrg4–Fc, sorted with a fluorescence-activated cell sorter, expanded in culture, and sorted again. The Ecrg4–Fc staining profiles of the Ba/F3 cells (1^st^ sort) and the cells after two cycles of sorting (3^rd^ sort) are shown. (**B**) The genes derived from the cDNA library were amplified with PCR using single-cell clones stained for Ecrg4–Fc from the P2 area of the 3^rd^ sorted cells. The amplified fragment (indicated by an arrow) was sequenced. LOX-1 cDNA, including the full-length coding region, was isolated from all three single clones. (**C**) Schematic representation of mouse LOX-1 and its truncated mutant. TM, transmembrane domain; CTLD, C-type lectin-like domain. (**D**) HEK293 T cells transfected with Flag-tagged wild-type mouse *LOX-1* (left) or a CTLD-deletion mutant of *LOX-1* (right) were incubated with Ecrg4–Fc before cell fixation. The binding of Ecrg4–Fc was detected with a FITC-labelled anti-human IgG Fc antibody (green; Fc), and the Flag-tagged LOX-1 expression was detected with an anti-Flag antibody (red; Flag). Nuclei were stained with Hoechst (blue). Scale bar 20 μm.

To confirm that Ecrg4 binds LOX-1, we incubated LOX-1-overexpressing HEK293 T cells with Ecrg4–Fc to demonstrate the interaction between LOX-1 and ox-LDL^21^. We verified that Ecrg4–Fc clearly bound to the LOX-1-expressing cells, whereas it did not bind to the cells expressing CTLD-deleted LOX-1, revealing that CTLD is the Ecrg4-binding domain.

### LOX-1 recognises residues 71–132 of Ecrg4

The Ecrg4 protein is cleaved by peptidases, such as furin and thrombin, and processed into smaller peptide fragments. Among them, at least two fragments, amino acids 71–132 and 133–148, have been shown to induce the expression of cytokines and chemokines^10,11^. To determine which Ecrg4 peptide binds to LOX-1, we incubated LOX-1-expressing cells with the recombinant Ecrg4(71–132)–Fc and Ecrg4(133–148)–Fc proteins. As shown in Fig. 2A, Ecrg4(71–132) attached to the LOX-1-expressing cells, whereas Ecrg4(133–148) did not.

**Figure 2:**
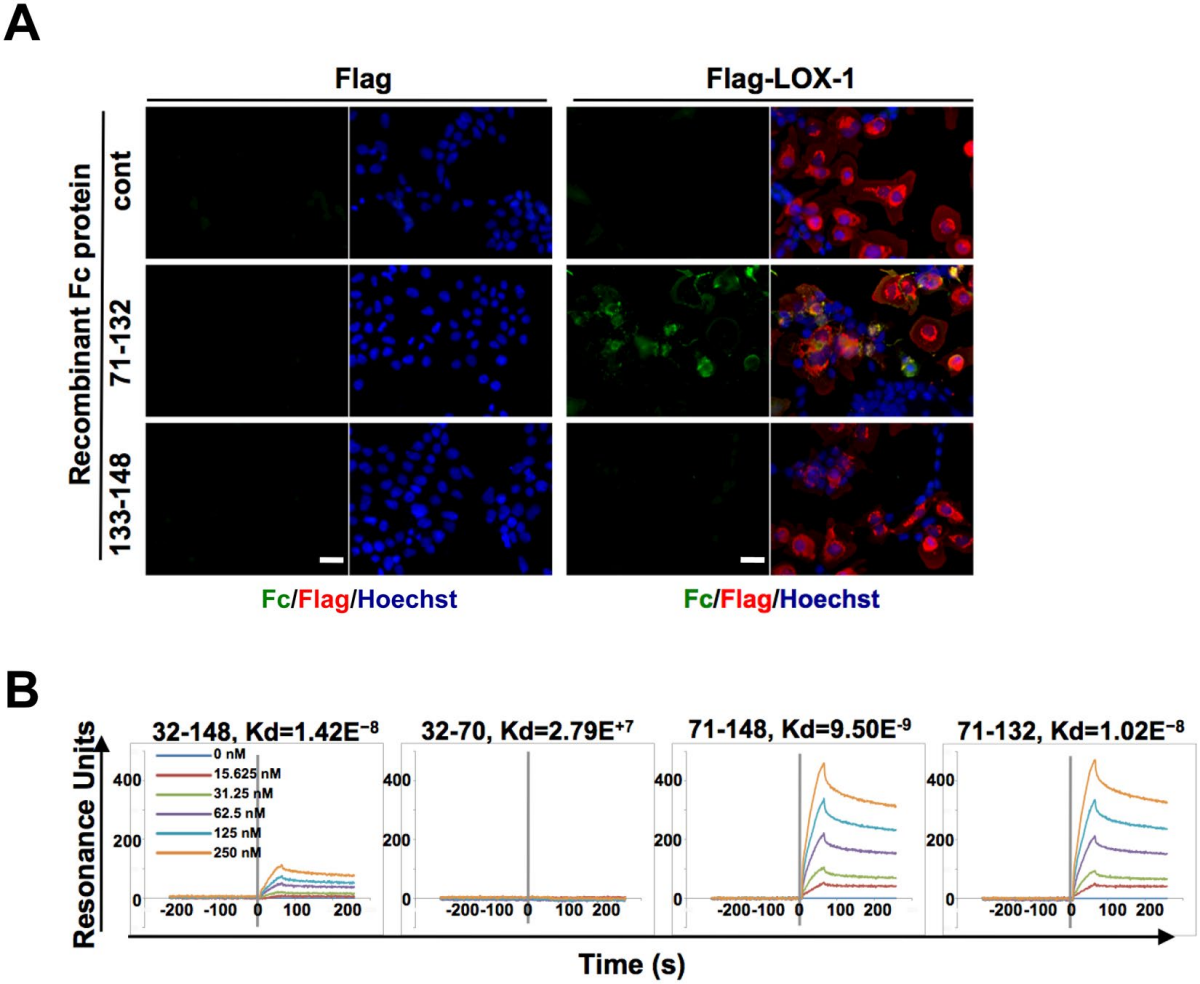
LOX-1 is a binding partner of Ecrg4(71–132). (**A**) HEK293 T cells were transfected with Flag-tagged *LOX-1* and incubated with Ecrg4–Fc deletion mutants (Ecrg4(71–132) and Ecrg4(133–148)) before cell fixation. The binding of the Ecrg4–Fc deletion mutants was detected with a FITC-labelled anti-human IgG Fc antibody (green), and the Flag-tagged LOX-1 expression was detected with an anti-Flag antibody (red). Nuclei were stained with Hoechst (blue). (**B**) SPR analysis of the interaction between LOX-1 CTLD and ECRG4 or its deletion mutants. C-terminally His-tagged ECRG4(32–148), ECRG4(32–70), ECRG4(71–148), and ECRG4(71–132) were immobilised on a sensor chip with an anti-His-tag antibody. The sensorgrams were measured after the injection of the Fc-fused 2 × CTLD of LOX-1 at concentrations of 15.625, 31.25, 62.5, 125, and 250 nM. The calculated Kd (dissociation constant, in M) for each pair is also shown.

To measure the avidity of Ecrg4 peptides to LOX-1, we performed a surface plasmon resonance (SPR) analysis. We prepared four human ECRG4 peptides (ECRG4(32–148), ECRG4(32–70), ECRG4(71–148) and ECRG4(71–132)) with a 6 × His-tag. Because the oligomerisation of LOX-1 is required for binding with its ligands, we prepared 2 × CTLD–Fc protein as reported by Cao *et al*.^22^. As shown in Fig. 2B, ECRG4(32–148), ECRG4(71–148) and ECRG4(71–132) produced significant increases in the resonance units (RU), whereas ECRG4(32–70) did not. The dissociation constants (Kd) for ECRG4(32–148), ECRG4(71–148) and ECRG4(71–132) with 2 × CTDL were almost the same, approximately 1 × 10^−8^ M. These results indicated that ECRG4(71–132) directly and strongly binds to the CTLD of LOX-1.

### Multiple scavenger receptors act as receptors for Ecrg4(71–132)

In our previous work, we identified Ecrg4(71–132) as an inducer of several inflammatory cytokines in primary microglia prepared from mouse pups^11^. To examine whether the Ecrg4(71–132)-induced cytokine production in microglia is dependent on LOX-1, we prepared microglia from *LOX-1* knockout (*LOX-1*^−/−^) mice and investigated their reactivity against the Ecrg4 peptide. Unfortunately, Ecrg4(71–132) bound *LOX-1*^−/−^ microglia and induced the expression of inflammatory cytokines (Supplementary Fig. S3 and data not shown), suggesting that other unknown receptors for Ecrg4(71–132) exist on microglia.

Since the CTLD in LOX-1 is essential for Ecrg4(71–132)-binding (Figs 1D and 2B), we examined whether Ecrg4(71–132) binds to other CTLD-containing receptors (CLRs). None of the CLRs tested bound Ecrg4(71–132) in the cultured-cell-based binding assay (Supplementary Fig. S4). We then addressed whether Ecrg4(71–132) bound to the scavenger receptors consisting of 7 classes (A, B, D, E, F, G and H), because LOX-1 belongs to a receptor family that is defined by the binding capability of modified LDLs and their internalisation^23,24^. As shown in Fig. 3A and Supplementary Fig. S5, Scarf1/endothelial cell-I (SREC-I), Cd36 and Stabilin-1/FEEL-1 (fasciclin, epidermal growth factor (EGF)-like, laminin-type EGF-like, and link domain-containing scavenger receptor-1), members of the F, B and H classes respectively, efficiently internalised Ecrg4(71–132). Indeed, several scavenger receptors including LOX-1, Cd36, and Stabilin-1/FEEL-1 are highly expressed in primary microglia. Because many classes of scavenger receptors recognised Ecrg4(71–132), we examined the effect of polyinosinic acid (polyI), a broad competitive inhibitor of scavenger receptors, which has been shown to inhibit the functions of LOX-1, Scarf/SREC-I, and Stabilin1/FEEL-1^25–29^. PolyI, but not polycytidylic acid (polyC), inhibited the binding of Ecrg4(71–132) and the phosphorylation of p65 in microglial cells, although treatment of polyI itself slightly increased the p65 phosphorylation (Fig. 3B,C). These data suggest that Ecrg4(71–132) binds to several scavenger receptors and activates NF-κB signalling.

**Figure 3:**
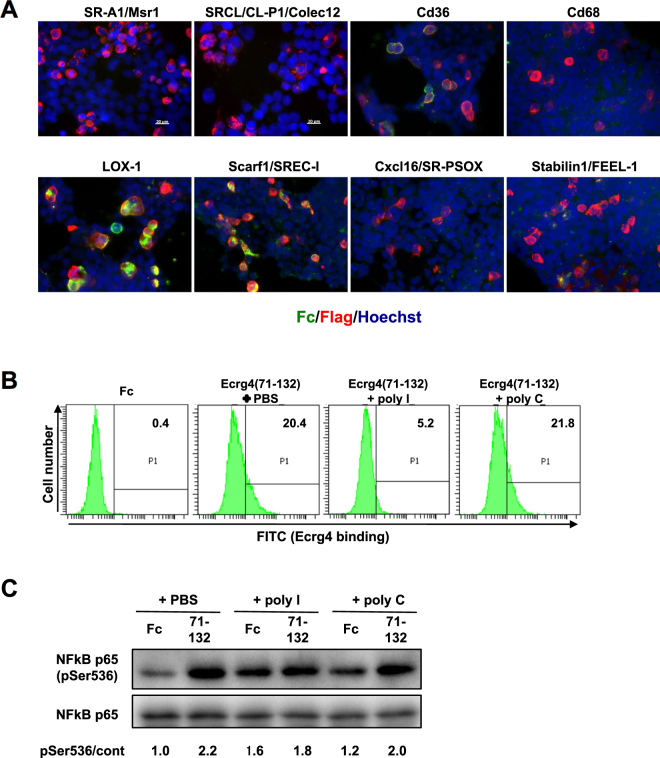
Internalisation of Ecrg4(71–132) and activation of NF-κB by Ecrg4(71–132) via several scavenger receptors. (**A**) HEK293 T cells were transfected with several Flag-tagged scavenger receptors. Two days after transfection, the cells were treated with Ecrg4(71–132) for 2 h. Ecrg4(71–132)–Fc was detected with a FITC-labelled anti-human IgG Fc antibody (green) and the transiently expressed Flag-tagged receptors were detected with an anti-Flag antibody (red). Nuclei were stained with Hoechst (blue). (**B**) Fluorescence intensities of Ecrg4(71–132) bound to primary microglia. Primary microglia were incubated with Fc(N293A)-fused Ecrg4(71–132) for 1 h in the presence of PBS, polyI, or polyC. (**C**) Immunoblotting for p65 in microglial cells treated with Ecrg4(71–132) in the presence of PBS, polyI, or polyC. The band intensity was quantified by a ChemiDoc™ MP Imaging system (Bio-Rad), and the relative band intensity ratio NF-κB p65(pSer536)/NF-κB p65 is shown (pSer536/cont). Representative data from three independent experiments are indicated.

### Activation of NF-κB by Ecrg4(71–132) is dependent on the MyD88 adaptor protein

Previous studies have reported that several scavenger receptors recognise danger-associated molecular patterns (DAMPs) and pathogens^23,24^ and trigger a proinflammatory response in combination with members of the TLR family. Since Ecrg4(133–148) has been shown to interact with TLR4, a member of the TLR family^17^, we investigated the involvement of TLRs in the function of Ecrg4(71–132). We overexpressed either TLR4 or TLR2 in HEK293 T cells, incubated with Ecrg4(71–132), and tested its internalisation into the receptor-expressing cells. As shown in Fig. 4A, we found that neither TLR4 nor TLR2 internalised Ecrg4(71–132) as effectively as LOX-1 did. To clarify the role of TLRs in Ecrg4 signalling, we used T6167923, a chemical inhibitor for MyD88 that is essential for the TLR signalling pathway^30^. Microglia were preincubated with T6167923, stimulated with Ecrg4(71–132), and examined for p65 phosphorylation and *Il6* expression. The blockade of MyD88 abolished both the phosphorylation of p65 and the increased expression of *Il6* (Fig. 4B and C). These results suggested that TLRs have important roles in Ecrg4(71–132) signalling, although they did not associate with Ecrg4(71–132).

**Figure 4:**
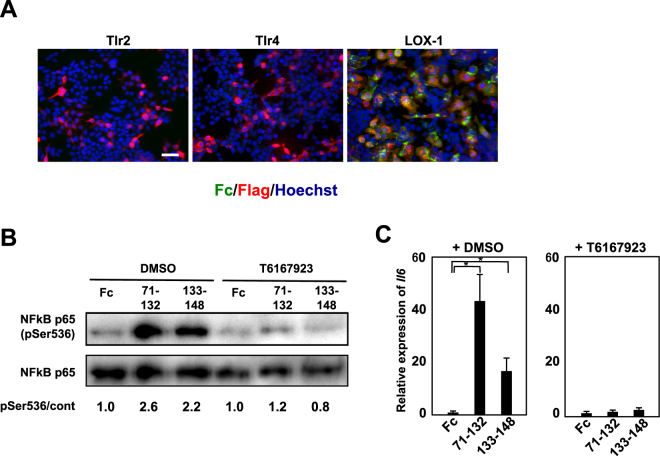
Ecrg4 activates NF-κB signalling via MyD88. (**A**) HEK293 T cells expressing Tlr2, Tlr4, or LOX-1 were incubated with Ecrg4(71–132)–Fc for 2 h and immunostained as in Fig. 3A. Scale bar: 50 μm. (**B**) MyD88 inhibitor T6167923 was added to the culture medium 1 h before stimulation with Ecrg4. After stimulation for 30 min with 20 µg/mL of Fc, Ecrg4(71–132)–Fc, or Ecrg4(133–148)–Fc, the extracts of microglial cells were immunoblotted for p65. The relative band intensity ratio NF-κB p65(pSer536)/NF-κB p65 is shown (pSer536/cont) as in Fig. 3C. Representative data from three independent experiments are indicated. (**C**) Primary microglial cells were stimulated with 20 µg/mL of Fc, Ecrg4(71–132)–Fc, or Ecrg4(133–148)–Fc for 3 h. The mRNA levels of *Il6* were evaluated with quantitative RT–PCR and are shown as relative expression. The means and SDs of the data from three independent experiments are shown. *p < 0.05, compared with Fc, two-sided Student’s t test.

## Discussion

In this study, we demonstrated for the first time that Ecrg4(71–132) binds to multiple scavenger receptors that activate the innate immune responses^24^ and maintain homeostasis by clearing modified lipoproteins, pathogens and apoptotic cells^23^. These results are consistent with our previous finding that Ecrg4 peptides induce the expression of proinflammatory factors and contribute to anti-glioma immunosurveillance^11^. The diverse combination of scavenger receptors, their ligands and co-factors generates the functional versatility via a variety of intracellular signalling pathways. For example, LOX-1, which binds with ox-LDL, rapidly increased reactive oxygen species levels and activated the NF-κB signalling pathway^31,32^, while with the outer membrane protein A (OmpA), LOX-1 triggered the innate immune response via a TLR2-dependent pathway^33^. Our findings suggest that scavenger receptors, in cooperation with MyD88 dependent molecules, such as TLR family receptors, activate the Ecrg4(71–132) signal pathway, similar to the activation of pathogen-triggered scavenger receptors^33–37^. We observed that Ecrg4-Fc did not activate NF-κB signaling in BaF/3 #BEB1 and 293 T cells that overexpressed LOX-1 alone, LOX1 and Tlr2, or LOX-1 and Tlr4, although it was internalised into the cells (data not shown). These results indicated that the scavenger receptors are essential for internalising the peptide but not for initiating signal transduction, and that LOX-1 and unknown factor are needed for Ecrg4-dependent activation of NF-κB signaling. Interestingly, we found that Ecrg4(133–148), which differs from Ecrg4(71–132) in its recognition by scavenger receptors examined in this manuscript, also induced the expression of cytokines via the MyD88-NF-κB signalling axis (Fig. 4B,C), suggesting that it transmits inflammatory signals through an unidentified component/receptor, although Ecrg4(133–148) was shown to interact with the TLR4/CD14/MD2 complex^17^. Thus, the detailed molecular mechanisms of Ecrg4 peptides should be determined in future studies.

The scavenger receptors recognise a wide range of ligands. For example, modified lipoproteins, polyanions (polyI and others), C-reactive protein (CRP), heat shock protein, apoptotic cells and bacteria bind to LOX-1 through the CTLD^20^. In this study, we showed that Ecrg4(71–132) bound to the CTLD of LOX-1. The calculated Kd value for the binding of ECRG4 and LOX-1 is similar to those for ox-LDL and CRP. The Kd for ox-LDL and LOX-1 was 1.7 × 10^−8^ M when measured in living cells^38^ and 1.8 × 10^−10^ M when measured from the clustered CTLDs on a sensor chip^39^. The Kd for CRP and LOX-1 is reportedly 1.6 × 10^−7^ M^40^. The crystal structure of the CTLD of LOX-1 has already been investigated^41^, and thus, the *in silico* characterisation of the binding mode or a structural analysis of the CTLD when complexed with short peptides may clarify the features of this ligand binding reaction. Scavenger receptors are also considered a subclass of the pattern recognition receptors because they recognise not only pathogen-associated molecular patterns (PAMPs) but also modified lipids and proteins that are considered DAMPs^23,24^. Ecrg4 peptides are endogenous proteins, and therefore, they should be classified as DAMPs. Investigation of the regulatory mechanisms of *Ecrg4* gene expression may provide insight into Ecrg4 functions and cellular danger signals.

In conclusion, we demonstrated that Ecrg4 interacts directly with LOX-1 and is internalised via several scavenger receptors. Since combination and mechanisms of Ecrg4/receptors may be different in each physiological phenomena and disease, therefore, the detailed mechanisms should be solved in future studies. Our findings not only support the roles of Ecrg4 in tissue homeostasis and the inflammatory response but should promote further analyses of the physiological functions of Ecrg4 and the pathogenesis of multiple diseases.

## Methods

### Cells and animals

HEK293 T cells and Plat-E cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% foetal calf serum (FCS). The rat oligodendrocyte precursor cell line CG4 was grown as described previously^5^. The Ba/F3 cells and a variant strain of BaF/3, BaF/3 (#BEB1) cells, which had an increased capacity to bind Ecrg4, were maintained in RPMI medium containing 10% FCS and 10 ng/mL recombinant mouse IL-3 (PeproTech). C57BL/6 mice were purchased from CLEA Japan. All mouse experiments were performed following the protocols approved by the Animal Care and Use Committee of Ehime University and Hokkaido University. Primary microglial cells were isolated from mouse pups as previously described^42^.

### Plasmids and other reagents

The DNA fragment encoding full-length mouse Ecrg4 was introduced into the pEF-Fc plasmid kindly provided by Dr. Nagata and used to obtain a mixture of the processed forms of the Ecrg4–Fc proteins. The expression vectors for Fc-fused Ecrg4(71–132) and Ecrg4(133–148) have been described previously^11^. For production of the C-terminal 6 × His-tagged proteins for SPR analysis, fragments of human *ECRG4* of varying lengths (encoding residues 32–148, 32–70, 71–148, or 71–132) were generated with PCR and cloned into the *Nde*I and *Xho*I sites of pET30a (Novagen). Mouse LOX-1/Olr-1 (NM_138648), Msr1/SR-A (NM_031195), Cd36 (NM_007643), Colec12/CL-P1 (NM_130449), Scarf1/SREC-I (NM_001004157), Cd68 (NM_001291058), Stabilin1/FEEL1 (NM_138672), Tlr2 (NM_011905), and Tlr4 (NM_021297) cDNAs were isolated from the variant Ba/F3 (#BEB1) cells or the spleens of C57BL/6 mice. A truncated mouse LOX-1 mutant (ΔCTLD); 2 × CTLD–Fc, which included two human LOX-1 CTLDs in tandem; and mutants of the Fc tag, Fc(N297A), containing an asparagine (N) to alanine (A) substitution at original position 297, were constructed with PCR-based techniques. T6167923^29^ was purchased from Aobious Inc. PolyI and polyC were purchased from Santa Cruz Biotechnology.

### Recombinant proteins

For construction of the Fc fusion proteins, HEK293 T cells were transfected with the appropriate expression constructs using polyethylenimine (PEI). Two days after transfection, the conditioned medium was collected, centrifuged, and passed through a 0.45 µm filter membrane. The Fc fusion proteins were purified with Protein A–Sepharose 4 Fast Flow (GE Healthcare) and assessed with sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE), Coomassie Brilliant Blue (CBB) staining, and immunoblotting. For the microglial experiments, Fc (N297A) fusion proteins were produced to minimise the effect of the endogenous Fc receptors^43^. His-tagged proteins were produced as inclusion bodies in *Escherichia coli* strain BL21(DE3) and purified under denaturing conditions with cOmplete™ His-Tag Purification Resin (Roche). After dialysis against phosphate-buffered saline (PBS), the supernatants were used for subsequent experiments.

### Retrovirus-based cDNA expression library

Poly(A)^+^ mRNA was purified with a mRNA purification Kit (QuickPrep Micro mRNA Purification Kit; GE Healthcare). Double-stranded cDNA was synthesised with a cDNA synthesis kit (SuperScript Choice System for cDNA Synthesis; Thermo Fisher Scientific), and a *Bst*XI adaptor was attached. The fragments were purified, size-fractionated with spin columns (Chroma Spin™−400; Clontech), and ligated into the *Bst*XI-digested pMYs vector. Plat-E cells were transfected with the plasmid DNA from the cDNA library using PEI. Two days after transfection, the culture supernatants were collected and used for viral infection. The infected Ba/F3 cells were incubated with Ecrg4–Fc on ice for 20 min and then with fluorescein isothiocyanate (FITC)-conjugated F(ab’)2 donkey anti-human IgG Fc (Jackson ImmunoResearch) and were then sorted on a FACSAria™ II flow cytometer (BD Biosciences). For isolation of the cDNA integrated into the retroviral vector, the genomic DNA was extracted from transformed Ba/F3 cells with standard methods and subjected to PCR with Ex Taq DNA Polymerase (TaKaRa) and PCR primers (5′-CTCTAGACTGCCGGATCTAGCTAGT-3′ and 5′-CTATGGCTCGTACTCTATAGGCTTC-3′) carrying sequences from the pMYs vector.

### Immunoblotting analysis

Cells were stimulated with Ecrg4(71–132)–Fc or Ecrg4(133–148)–Fc in the presence of the indicated chemical reagents for 30 min and washed twice with ice-cold PBS. Whole-cell extracts were obtained by sonicating the cells in 1 × SDS sample buffer. SDS-PAGE and electrotransfer were performed with standard methods. The membranes were probed with antibodies against phospho-p65 (pSer536) and p65 (Cell Signaling Technology) overnight at 4 °C and then with horseradish-peroxidase-conjugated anti-rabbit IgG (GE Healthcare). Clarity Western ECL Substrate (Bio-Rad) was used for detection. In some case, the membranes were treated with stripping buffer (2% SDS, 100 mM 2-mercaptoethanol, 62.5 mM Tris-HCl, (pH 6.8)) to investigate phospho-p65 (pSer536) and p65 on the same blot.

### Immunofluorescence staining

The binding and uptake of Fc-fused Ecrg4 into HEK293 T cells were determined with fluorescence microscopy. The cells were cultured on poly-l-lysine-coated glass coverslips and transiently transfected with plasmids expressing the indicated membrane proteins. Two days after transfection, the cells were incubated with several Ecrg4–Fc proteins at 37 °C for 2–3 h and then washed three times with PBS. The cells were then fixed with 4% paraformaldehyde in PBS for 10 min and treated with 0.5% Triton X-100 in PBS for 10 min. After blocking with 10% FCS, the coverslips were incubated with an anti-Flag antibody (M2, Sigma) and then with a FITC-conjugated F(ab’)2 donkey anti-human IgG antibody (Jackson ImmunoResearch) and Alexa-594-conjugated goat anti-mouse IgG antibody (Thermo Fisher Scientific). The nuclei were counterstained with Hoechst. Fluorescent images were obtained with an Axio Imager A1 microscope (Carl Zeiss).

### SPR

The binding parameters of 2 × CTLD–Fc to ECRG4 were determined with the ProteOn™ XPR36 Protein Interaction Array System (Bio-Rad). His-tagged ECRG4 peptides were immobilised indirectly with an anti-His-tag antibody. Briefly, an anti-His × 8 antibody (Qiagen) was diluted in 10 mM acetate buffer (pH 4.5) and immobilised on an ethyl(dimethylaminopropyl) carbodiimide/N-hydroxysuccinimide (EDC/NHS)-preactivated ProteOn™ GLM Sensor Chip (Bio-Rad) with amine coupling. The unreacted carboxyl groups on the chip were blocked by the injection of 1 M ethanolamine HCl. The His-tagged Ecrg4 peptides were diluted to 10 μM in HEPES-buffered saline (HBS; 10 mM HEPES (pH 7.4), 150 mM NaCl, 3 mM EDTA, 0.05% surfactant P20; GE Healthcare) and injected for 300 s onto the anti-His-antibody-coated chip for capture. HBS was used as the running buffer in all SPR experiments. For determination of the kinetic parameters of the interaction, different concentrations (250 nM, 125 nM, 62.5 nM, 31.3 nM, 15.6 nM) of the 2 × CTLD–Fc fusion were injected. The injection time was 60 s, and the dissociation time was 120 s. The data were processed with ProteOn™ Manager software. All kinetic parameters, such as the dissociation rate constant (ka), dissociation rate constant (kd), and equilibrium dissociation constant (Kd), were calculated with the Langmuir model.

### Flow cytometry

Cells were treated with 20 μg/mL Fc fusion proteins. After the cells were washed, fixed, and permeabilised, they were stained with FITC-conjugated F(ab’)2 donkey anti-human IgG antibody (Jackson ImmunoResearch). The stained cells were analysed with a FACSCalibur flow cytometer (BD Biosciences).

### RNA preparation and quantitative real-time PCR

Total RNA was extracted with the RNeasy Mini Kit (Qiagen). The first-strand cDNA was synthesised with Transcriptor Reverse Transcriptase (Roche). Real-time PCR was performed with the StepOnePlus Real-Time PCR System (Thermo Fisher Scientific), according to the manufacturer’s protocol. The sample values were normalised to those of the housekeeping gene β-actin with the ΔCt method. The primers used have been described previously^11^. Statistical analyses were carried out with Microsoft Excel software. Data are presented as the mean ± SD. Significant differences were determined using a two-sided Student’s t test. A value of P < 0.05 was considered significant.

### DNA microarray analysis

Total RNA was prepared as described above, amplified and labelled with cyanine 3 using the one-colour Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions. The labelled cRNA was fragmented and hybridised to the Agilent Whole Mouse Genome Microarray 4 × 44 K ver. 2.0. After the microarrays were washed, they were scanned with an Agilent DNA Microarray Scanner. The intensity value for each scanned feature was quantified with the Agilent Feature Extraction software, which subtracted the background. Agilent GeneSpring GX version 12.1 was used for normalisation, as follows. First, signal intensities <1.0 were set to 1.0. Each chip was then normalised to the 75^th^ percentile of the measurements taken from that chip. Finally, the normalised intensities were log2-transformed. The microarray data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are available under accession number GSE106400S.

## Electronic supplementary material

Supplementary Figure 1-5, Original blotting images

## References

[1] Su T, Liu H, Lu S (1998). [Cloning and identification of cDNA fragments related to human esophageal cancer]. Zhonghua Zhong Liu Za Zhi.

[2] Mirabeau O (2007). Identification of novel peptide hormones in the human proteome by hidden Markov model screening. Genome Res.

[3] Li LW (2009). Expression of esophageal cancer related gene 4 (ECRG4), a novel tumor suppressor gene, in esophageal cancer and its inhibitory effect on the tumor growth *in vitro* and *in vivo*. Int J Cancer.

[4] Li W (2010). Overexpression of candidate tumor suppressor ECRG4 inhibits glioma proliferation and invasion. J Exp Clin Cancer Res.

[5] Kujuro Y, Suzuki N, Kondo T (2010). Esophageal cancer-related gene 4 is a secreted inducer of cell senescence expressed by aged CNS precursor cells. Proc Natl Acad Sci USA.

[6] Woo JM (2010). Characterization of changes in global gene expression in the brain of neuron-specific enolase/human Tau23 transgenic mice in response to overexpression of Tau protein. Int J Mol Med.

[7] Gonzalez AM (2011). Ecrg4 expression and its product augurin in the choroid plexus: impact on fetal brain development, cerebrospinal fluid homeostasis and neuroprogenitor cell response to CNS injury. Fluids Barriers CNS.

[8] Podvin S (2011). Esophageal cancer related gene-4 is a choroid plexus-derived injury response gene: evidence for a biphasic response in early and late brain injury. PLoS One.

[9] Kurabi A (2013). Ecrg4 attenuates the inflammatory proliferative response of mucosal epithelial cells to infection. PLoS One.

[10] Lee J (2015). Thrombin-processed Ecrg4 recruits myeloid cells and induces antitumorigenic inflammation. Neuro Oncol.

[11] Moriguchi T (2016). Ecrg4 contributes to the anti-glioma immunosurveillance through type-I interferon signaling. Oncoimmunology.

[12] Podvin, S. *et al*. The Orphan C2orf40 Gene is a Neuroimmune Factor in Alzheimer’s Disease. *JSM Alzheimers Dis Relat Dement***3** (2016).PMC515769927990492

[13] Ozawa A, Lick AN, Lindberg I (2011). Processing of proaugurin is required to suppress proliferation of tumor cell lines. Mol Endocrinol.

[14] Dang X, Podvin S, Coimbra R, Eliceiri B, Baird A (2012). Cell-specific processing and release of the hormone-like precursor and candidate tumor suppressor gene product, Ecrg4. Cell Tissue Res.

[15] Tadross JA (2010). Augurin stimulates the hypothalamo-pituitary-adrenal axis via the release of corticotrophin-releasing factor in rats. Br J Pharmacol.

[16] Baird A (2012). Cell surface localization and release of the candidate tumor suppressor Ecrg4 from polymorphonuclear cells and monocytes activate macrophages. J Leukoc Biol.

[17] Podvin S (2015). Esophageal cancer-related gene-4 (ECRG4) interactions with the innate immunity receptor complex. Inflamm Res.

[18] Kitamura T (2003). Retrovirus-mediated gene transfer and expression cloning: powerful tools in functional genomics. Exp Hematol.

[19] Mehta JL, Chen J, Hermonat PL, Romeo F, Novelli G (2006). Lectin-like, oxidized low-density lipoprotein receptor-1 (LOX-1): a critical player in the development of atherosclerosis and related disorders. Cardiovasc Res.

[20] Yoshimoto R (2011). The discovery of LOX-1, its ligands and clinical significance. Cardiovasc Drugs Ther.

[21] Chen M (2000). Increased expression of lectin-like oxidized low density lipoprotein receptor-1 in initial atherosclerotic lesions of Watanabe heritable hyperlipidemic rabbits. Arterioscler Thromb Vasc Biol.

[22] Cao W (2009). Oligomerization is required for the activity of recombinant soluble LOX-1. FEBS J.

[23] Plüddemann A, Neyen C, Gordon S (2007). Macrophage scavenger receptors and host-derived ligands. Methods.

[24] Canton J, Neculai D, Grinstein S (2013). Scavenger receptors in homeostasis and immunity. Nat Rev Immunol.

[25] Adachi H, Tsujimoto M, Arai H, Inoue K (1997). Expression cloning of a novel scavenger receptor from human endothelial cells. J Biol Chem.

[26] Moriwaki H (1998). Ligand specificity of LOX-1, a novel endothelial receptor for oxidized low density lipoprotein. Arterioscler Thromb Vasc Biol.

[27] Li D, Mehta JL (2000). Upregulation of endothelial receptor for oxidized LDL (LOX-1) by oxidized LDL and implications in apoptosis of human coronary artery endothelial cells: evidence from use of antisense LOX-1 mRNA and chemical inhibitors. Arterioscler Thromb Vasc Biol.

[28] Shimaoka T (2001). LOX-1 supports adhesion of Gram-positive and Gram-negative bacteria. J Immunol.

[29] Tamura Y (2003). FEEL-1 and FEEL-2 are endocytic receptors for advanced glycation end products. J Biol Chem.

[30] Olson MA (2015). Discovery of small molecule inhibitors of MyD88-dependent signaling pathways using a computational screen. Sci Rep.

[31] Cominacini L (2000). Oxidized low density lipoprotein (ox-LDL) binding to ox-LDL receptor-1 in endothelial cells induces the activation of NF-kappaB through an increased production of intracellular reactive oxygen species. J Biol Chem.

[32] Chen XP (2007). Oxidized low density lipoprotein receptor-1 mediates oxidized low density lipoprotein-induced apoptosis in human umbilical vein endothelial cells: role of reactive oxygen species. Vascul Pharmacol.

[33] Jeannin P (2005). Complexity and complementarity of outer membrane protein A recognition by cellular and humoral innate immunity receptors. Immunity.

[34] Means TK (2009). Evolutionarily conserved recognition and innate immunity to fungal pathogens by the scavenger receptors SCARF1 and CD36. J Exp Med.

[35] Beauvillain C (2010). The scavenger receptors SRA-1 and SREC-I cooperate with TLR2 in the recognition of the hepatitis C virus non-structural protein 3 by dendritic cells. J Hepatol.

[36] Murshid A, Gong J, Ahmad R, Borges TJ, Calderwood SK (2015). Scavenger receptor SREC-I promotes double stranded RNA-mediated TLR3 activation in human monocytes. Immunobiology.

[37] Murshid A, Gong J, Prince T, Borges TJ, Calderwood SK (2015). Scavenger receptor SREC-I mediated entry of TLR4 into lipid microdomains and triggered inflammatory cytokine release in RAW 264.7 cells upon LPS activation. PLoS One.

[38] Mehta JL, Li DY (1998). Identification and autoregulation of receptor for OX-LDL in cultured human coronary artery endothelial cells. Biochem Biophys Res Commun.

[39] Ohki I (2011). Surface plasmon resonance study on functional significance of clustered organization of lectin-like oxidized LDL receptor (LOX-1). Biochim Biophys Acta.

[40] Fujita Y (2009). Oxidized LDL receptor LOX-1 binds to C-reactive protein and mediates its vascular effects. Clin Chem.

[41] Ohki I (2005). Crystal structure of human lectin-like, oxidized low-density lipoprotein receptor 1 ligand binding domain and its ligand recognition mode to OxLDL. Structure.

[42] Sheng W (2011). Pro-inflammatory cytokines and lipopolysaccharide induce changes in cell morphology, and upregulation of ERK1/2, iNOS and sPLA_2_-IIA expression in astrocytes and microglia. J Neuroinflammation.

[43] Shields RL (2001). High resolution mapping of the binding site on human IgG1 for Fc gamma RI, Fc gamma RII, Fc gamma RIII, and FcRn and design of IgG1 variants with improved binding to the Fc gamma R. J Biol Chem.

How the deposited data were processed for this re-analysis (not part of the article)

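RNA of parental Ba/F3 cells and of the Ecrg4-binding clone BaF/3 (#BEB1) was measured on 1 Agilent 1-colour whole mouse genome array each. The authors deposited the scanner output of each array, whose spot intensity was made with Agilent Feature Extraction 9.5.1.1 with local background subtracted, trends across the array removed and a surrogate value given to spots not above background. They also deposited a table of log2 values, for which the authors set intensities below 1.0 to 1.0, scaled each array to its 75th percentile and took log2 in GeneSpring GX. The median of the table's column is −5.45 for BaF/3 (#BEB1) and −5.21 for the parental cells, and the lowest values are −7.99 and −7.76. The table is on a log2 scale and not centred per gene, which was checked by setting it against the scanner intensity. This check also showed that each column of the table holds the array whose scanner output was deposited for the other cell line, so its direction stays unknown. Array A and array B are named as in the text beside the claim.

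From the scanner output, control spots were left out of the 44397 features, which left 43020 spots of 39429 probes. Signals below 1.0 were set to 1.0, which applied to no spot, as the lowest signal was 5.27 on array A and 4.51 on array B. Each array was divided by its 75th percentile and put on a log2 scale, and the spots of a probe were averaged. Probes were named through an NCBI RefSeq gene table of GRCm38.p6, used for names only. Of the 39429 probes, 26055 were named by accession, 3195 by symbol and 930 by an older symbol, and 9249 kept the name in the scanner output. Coordinates are those of the probes in the scanner output, in mm9. Genes with several probes took the mean over probes well above background on both arrays. Of 3152 genes with more than 1 such probe, the median range between probes was 0.27 on the log2 scale, and 0 had 1 probe at least 2-fold higher and another at least 2-fold lower. A bound was set against 27.6 on array A and 22.9 on array B, the lowest signals of probes well above background.

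With 1 array per cell line there is no test, and counts of genes at least 2-fold or 4-fold apart are sizes. The gene lists were written before the data were examined. There are 24, with 619 genes: scavenger receptors, C-type lectin receptors, the Olr1 neighbourhood, Toll-like receptors and their adaptors, the NF-κB pathway and early targets, interferon-stimulated genes, MHC class I and peptide loading, MHC class II, B-lineage genes, mast cell and basophil genes, macrophage and monocyte genes, neutrophil and granule genes, T and NK cell genes, erythroid and megakaryocyte genes, the IL-3 receptor with JAK-STAT5 and its targets, cholesterol synthesis and uptake, oligodendrocyte precursor genes, cell cycle, ribosomal proteins, hypoxia and glycolysis, the unfolded protein and amino acid stress response, integrins and adhesion, AP-1 and early response factors, and the Bcl2 family with p53 targets. The median difference of each list's measured genes was set against 10000 random lists of the same size drawn within 20 bins of mean signal, as a description of these 2 arrays. Genes were named by a rule set at the same time. It takes every gene the paper cloned, tested or measured, the 12 largest differences and the 6 largest bounds in each direction among genes with a symbol, up to 4 members of each list at least 2-fold apart, and the genes within 1 Mb of Olr1. Members of a list outside this rule are named only as said beside them, and some genes that the rule takes are not reported here.

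The steps were tested on a simulated pair of arrays with 200 changed genes. Of these, 183 were measured on both arrays and 183 were past 2-fold in the true direction, against 0 of 15800 unchanged genes. No bound exceeded the true change (0 cases). Of 400 simulated lists without a shift, 23 lay outside percentiles 2.5 to 97.5, and 50 of 50 lists shifted by 0.5 lay above them.

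The alternatives were the order of floor and scaling, a floor of 5.0, scaling to the median, to the 75th percentile of probes well above background on both arrays or by quantiles, normexp background correction with an offset of 50, a looser filter on dim probes or none, leaving out spots with outlier marks, the median over probes or the brightest probe, the authors' table, a 3-fold threshold, and list members at their bound. Leaving out spots in crowded patches was added later. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp and quantile scaling.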

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

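Array A is the array that the authors' table lists as BaF/3 (#BEB1) and whose scanner output was deposited for the parental cells, array B is the reverse, and differences are array A minus array B on the log2 scale. The tests of dust on the Olr1 spot and of an exchange of samples were chosen only after the result was seen, and those of scaling, of the region, of macrophage RNA and of other Olr1 spots were set earlier. Of 24 gene lists, 12 had a median difference outside percentiles 2.5 to 97.5 of 10000 random lists of like signal, where 5.0% of lists would lie there with no co-regulation. These genes lie outside those named in the paper's text, apart from Olr1, Il6 and Rela. The other C-type lectin receptors that the paper tested for binding are not named there. Genes of a list are not replicates. Each median below would be 0.29 higher with arrays scaled to their medians, and none of the 12 changes sign under any scaling, while 1 does with no filter on dim probes.

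Higher on array A were the following lists, with list members outside the naming rule named after their values were seen. The NF-κB pathway and early targets had a median of 0.71, with 9 of 20 measured genes at least 2-fold higher on array A, such as Ccl4 (4.59), Ccl3 (4.43), Il6 (3.29) and the signalling adaptor Traf1 (2.28), and 1 on array B, the chemokine Ccl5 (−1.34), and Cxcl2 was well above background on array A only (at least 2.71-fold, and 0.15 on the log2 scale with normexp). AP-1 and early response factors had a median of 0.85, with 5 of 16 at least 2-fold higher on array A, namely Egr2 (4.74), Fos (1.92), Fosb (1.39), Klf6 (1.32) and Fosl1 (1.09), and 0 on array B, and with normexp Fosb (0.97) and Fosl1 (0.73) fall short of 2-fold, Ier2 (1.02) passes it and the count is 4 of 16. The unfolded protein and amino acid stress response had a median of 0.45, with 6 of 22 at least 2-fold higher on array A, among them the stress regulators Nupr1 (2.16) and Ddit3 (1.66) and the chaperone Hspa5 (1.65), and 0 on array B. The Bcl2 family and p53 targets had a median of 0.49, with 4 of 24 higher on array A, namely Bcl2a1d (4.37), the cell cycle inhibitor Cdkn2a (3.04), Gadd45a (1.06) and Mdm2 (1.02), and 2 on array B, Bad (−1.01) and Bmf, just past 2-fold, while Gadd45a (0.97) and Mdm2 (0.93) fall short with quantile scaling. The Olr1 neighbourhood list had a median of 0.75, with 3 of 7 measured genes at least 2-fold higher on array A and 0 on array B. The 3 were Olr1 itself, Clec7a and Cd69. The list's median was −0.14 with no filter on dim probes and 1.67 with spots with outlier marks left out. The list is not the set of genes within 1 Mb. It holds Magohb (0.75) and Ybx3 (0.48), which have no probe within 1 Mb. It lacks Klrb1f (−1.04), 2310001H17Rik (−0.36), Clec2i (−0.32) and Klra1 (−0.15), which were measured there. The list's median thus does not describe that whole region. With median scaling, the counts at least 2-fold higher on array A were 10 of 16 for AP-1, 9 of 22 for the unfolded protein response and 8 of 24 for the Bcl2 family, whose count on array B was 0 with median scaling, with normexp and in the authors' table and whose count on array A was 2 of 24 with quantile scaling and with scaling over probes well above background on both arrays, and the unfolded protein response count was 4 of 20 with outlier spots left out.

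Higher on array B were the other 7, again with list members outside the naming rule named after their values were seen. Neutrophil and granule genes had a median of −1.73, with 8 of 15 measured genes at least 2-fold higher on array B, such as S100a9 (−5.90), Mmp8 (−4.99) and Ngp (−4.07), and 1 on array A, the iron-siderophore binding protein Lcn2 (1.85), and its median was −1.06 with normexp, −0.70 with the looser filter on dim probes and −0.57 with none. Erythroid and megakaryocyte genes had a median of −1.17, with 8 of 14 higher on array B, such as the haemoglobin gene Hba-a1 (−3.20, from a family whose members share sequence) and the erythroid factor Klf1 (−2.31), and 0 on array A, and Ppbp, Gp1ba (at least 10.6-fold) and Car1 (at least 2.12-fold) were well above background on array B only, of which Car1 falls short of 2-fold with median scaling (−0.79), quantile scaling (−0.80) and normexp (−0.69) and Gp1ba is −1.90 with normexp. MHC class II genes had a median of −1.04, with H2-Ob (−3.08), H2-DMa (−1.16) and H2-Oa (−1.11) higher on array B and the invariant chain Cd74 (2.32) on array A among 6 measured. Interferon-stimulated genes had a median of −0.57, with 5 of 26 at least 2-fold higher on array B, Oas3 (−1.77), Ifit2 (−1.31), Irf7 (−1.28), Isg20 (−1.15) and Oasl1 (−1.08), and 2 on array A, Zbp1 (1.61) and Ifitm3 (1.04), while Rtp4, well above background on array A only, was at least 22.1-fold brighter there, and Mx1 (at least 2.57-fold) and Ifit3 (at least 2.13-fold) were well above background on array B only. With normexp, Mx1 (−0.69) and Ifit3 (−0.56) fall short of 2-fold and Rtp4 is 2.57, and Ifit3 falls short with median scaling (−0.80) and quantile scaling (−0.81) and Ifitm3 with quantile scaling (0.99). Cell cycle genes had a median of −0.43, with 0 of 28 at least 2-fold apart, and 2 of 28 at least 2-fold higher on array B with scaling over probes well above background on both arrays and 1 with quantile scaling. Cholesterol synthesis and uptake genes had a median of −0.40, with 5 of 25 higher on array B, such as the sterol-regulated ER protein Insig1 (−2.17), Abca1 (−1.27), Mvk (−1.20) and Dhcr7 (−1.16), and 0 on array A, and Insig1 was −1.24 with normexp. MHC class I and peptide loading genes had a median of −0.37, with H2-T24 (−2.28) and the peptide transporter Tap2 (−1.38) at least 2-fold higher on array B among 19 measured. With median scaling, the counts at least 2-fold higher on array B were 1 of 25 for cholesterol synthesis (Insig1), where Abca1 (−0.98), Mvk (−0.91) and Dhcr7 (−0.87) fall short, 1 of 6 for MHC class II, where H2-DMa (−0.86) and H2-Oa (−0.82) fall short, 2 of 26 for interferon-stimulated genes, where Irf7 (−0.98), Isg20 (−0.86) and Oasl1 (−0.79) fall short, and 5 of 14 for erythroid genes, and MHC class I had 2 of 19 on each array. With no filter on dim probes, the medians were −0.49 for MHC class II and −0.77 for erythroid genes.

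The first pattern weighed is the Olr1 difference of 5.01, which remains after each array was divided by its 75th percentile. This argues against a scaling difference as the whole cause. The test set for it gave 4.53, as it took the difference between the 75th percentiles off again. The variation between pixels of the bright spot lies at percentile 27.7 of 3289 spots of like brightness, which argues against dust. Macrophage RNA is argued against, since 0.0% of 12 macrophage and monocyte list genes dim on array B were well above background on array A. Lyz2 and Lyz1 were also dim on array A. However, 17 of the list's genes are measured in both cell lines. Of these 17, Ctss (3.15), Fcgr3 (2.34) and Fcgr1 (2.23) are higher on array A. Cd68 (−1.26) and Ctsd (−1.44, and −0.99 by its brightest probe) are higher on array B. Lyz2 and Ctsd are outside the naming rule and were named after their values were seen. A change of the whole region, such as an insertion or copy gain, stays open. Of detected genes within 1 Mb, 35.7% are at least 2-fold higher on array A, between the bounds set for and against it. Of all detected genes, 5.18% are. Of 9639 other windows, 37 (0.38%) reach the share within 1 Mb. These windows are centred on other genes and overlap, so they are not independent regions. Windows centred on genes near Olr1 can hold many of the same genes. The share within 1 Mb depends on how dim probes are treated, at 21.4% with normexp, 24.0% with the looser filter and 12.8% with none. These all lie below the bound set against a change of the region. The share of all detected genes was 2.57%, 7.03% and 4.7% in these settings. With median scaling it was 10.19%, against 35.7% within 1 Mb. A spot artefact of the probe stays open, since Olr1 has 1 spot per array. Cross-hybridisation of the probe also stays open, since its sequence was not searched against other transcripts. So does a biological difference between the clone and the parental cells, which the design names and 1 array each cannot test.

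The second pattern is that each column of the authors' table matches the scanner output of the other cell line. The lower of the cross correlations is 0.999996, and those with the scanner output of the same cell line are 0.982285 and 0.982286. An exchange of the samples in 1 of the records would give these values, but they are the pattern itself and no separate test of it, so how it arose and which record is right stay open. No biological explanation was tested. The paper's other measures, the cloning of LOX-1 cDNA from the BaF/3 (#BEB1) library and the binding of Ecrg4, run the way of the table, which does not settle it.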

How the results depend on the processing

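Array A is listed as BaF/3 (#BEB1) in the authors' table and as the parental cells in the scanner output, and array B the reverse. Leaving out crowded patches was chosen after seeing the data and the other alternatives were not. No paired analysis was possible because there is 1 array per cell line and the results come from no test, and no replicate could be left out. By the scanner output, Olr1 in BaF/3 (#BEB1) minus parental was −5.01, and −5.30 with median scaling, −4.92 with the 75th percentile over probes well above background on both arrays, −4.80 with normexp and 5.03 in the authors' table, where the sign turns with the assignment. Genes at least 2-fold higher on array B numbered 1082, and 587 with median scaling, 707 with normexp, 1902 with the looser filter, 2777 with no filter, 1035 in the authors' table and 333 at 3-fold. For array A there were 570, and 1313 with median scaling, 385 with normexp, 949 with the looser filter, 1491 with no filter, 597 in the authors' table and 156 at 3-fold. At 4-fold, array B had 149 genes, and 89 with median scaling, 79 with normexp, 384 with the looser filter, 680 with no filter and 145 in the authors' table. Array A had 84, and 125 with median scaling, 59 with normexp, 189 with the looser filter, 409 with no filter and 87 in the authors' table. The balance at 4-fold thus turns to array A with median scaling, which rests on signals near background. It stays with array B with quantile scaling (124 genes against 96). The same holds with scaling over probes well above background on both arrays (171 against 77). The looser filters admit probes nearer to background, and the cause of the other changes was not tested. The median of the Olr1 neighbourhood list turned from 0.75 to −0.14 with no filter on dim probes. Of 1514 values of 117 named genes under the alternatives, 7 (of 5 genes) changed sign, 0 of them where the difference was at least 2-fold. Of these values, 1076 moved by no more than 0.08, the median SD between spots of the difference array A minus array B. Most of these genes were read by 1 probe. For such a gene measured on both arrays, the floor, the filter on dim probes and the choice among probes cannot move the value. The authors' table shifts the median difference by 0.02 only. The 1076 is thus no measure of stability. Of 336 medians of the 24 lists, 17 (of 10 lists) changed sign, 1 of them of a list outside the central range, and 230 moved by no more than this 0.08. Between 11 and 14 lists lay outside the central range, against 12. The floor changed nothing. Signal over background limits the depth, as 49.4% of probes on array A and 49.9% on array B are well above it.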

Differences from the paper's values

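The paper gives no number for LOX-1 on the microarray in its text. It states that LOX-1 mRNA is much higher in BaF/3 (#BEB1) than in the parental cells. By the assignment of the scanner output, the log2 difference of Olr1 in BaF/3 (#BEB1) minus the parental cells is −5.01, the opposite direction. The authors' table, an alternative set before the data were examined, gives 5.03, the paper's direction. Every other alternative keeps the assignment of the scanner output and a negative sign, between −5.30 and −4.80.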

Other observations

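Array A is the array given as BaF/3 (#BEB1) by the authors' table and as parental by the scanner output, array B the reverse, and differences are array A minus array B on the log2 scale, with 1 array each and no replicate check. Genes of the signalling steps that the paper studied in microglia were read in these Ba/F3 cells too. Il6, the cytokine measured there, was 9.76-fold brighter on array A (3.29). Tlr4 differed by 1.81, Tlr2 by 0.96, the adaptor Myd88 by 0.71 and the Tlr4 co-receptor Ly96 by 0.69, while Cd14 was not well above background on either array. Of the 10 spots of the Tlr2 probe, 1 lies in a patch where 40.7% of neighbouring spots dim on array A were well above background on array B, against 5.53% over the array, and Tlr2 differed by 0.97 without it. Rela, the NF-κB subunit, differed by −0.14, which turns to 0.15 with arrays scaled to their medians. Actb differed by −0.37 over 2 probes and Furin, a protease that cleaves Ecrg4, by −0.60, and these were −0.08 and −0.31 with median scaling. Ecrg4 itself was not well above background on either array. Of 16 measured Toll-like receptor and adaptor genes, Tlr4 was at least 2-fold higher on array A and the inhibitory kinase Irak3 (−1.91) on array B, and the list's median was −0.09 at percentile 35.3 of 10000 random lists. With median scaling, 4 of the 16 were at least 2-fold higher on array A, Tlr2 (1.25) and Myd88 (1.00) among them. Ticam2 (at least 3.90-fold) and Tlr1 (at least 2.24-fold) were well above background on array A only, and both fall short of 2-fold with normexp (0.67 and 0.49). Tlr12, named after its value was seen, was well above background on array B only (at least 2.03-fold), and falls short of 2-fold with median scaling (−0.73), quantile scaling (−0.74) and normexp (−0.82) and just short of it in the authors' table. With the looser filter on dim probes, 2 of 19 Toll-like receptor and adaptor genes were at least 2-fold higher on array A and 3 on array B.

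Genes of blood cell lineages differed both ways, and list members outside the naming rule are named here after their values were seen. Of 10 measured B-lineage genes, Cd79b (−2.30), Cd72 (−1.62), Vpreb1 (−1.39) and Vpreb3 (−1.38) were at least 2-fold higher on array B and 0 on array A (median −0.45, percentile 5.23), and the median was −0.16 with median scaling, −0.30 with quantile scaling, −0.11 with the looser filter on dim probes and −0.17 with none. Of 10 mast cell and basophil genes, Cpa3, Cma1 (−2.95), Ctsg (−1.81) and Gata2 (−1.40) were higher on array B and Hdc, the enzyme that makes histamine (1.67), Fcer1g (1.48) and Cd200r3 (1.38) on array A (median −0.10, percentile 32.5), and the IgE receptor gene Fcer1a was at least 45.7-fold brighter on array B. With normexp, Cma1 was −1.74 and Ctsg −1.06, and Fcer1g (0.81) falls short of 2-fold. Of 10 T and NK cell genes, Gzmb, Lat (−2.72) and Nkg7 (−2.30) were higher on array B and Il2ra (2.91) and Cd3d (1.27) on array A (median 0.21, percentile 86.0), and Zap70 was at least 4.81-fold brighter on array B, where alone it was well above background (−1.46 with normexp). Cd3d (0.60) falls short of 2-fold with normexp, and Nkg7 was −1.42 by its brightest probe. The macrophage and monocyte list had a median of −0.35 at percentile 3.38, which was −0.06 with median scaling, −0.15 with crowded patches left out and −0.17 with no filter on dim probes, and Lyz1 was at least 8.59-fold brighter on array B (−1.67 with normexp). In the IL-3 receptor and JAK-STAT5 list, the receptor genes Csf2rb (−1.86) and Csf2rb2 (−1.60), which share sequence, were higher on array B and Cish, a feedback inhibitor of STAT5 signalling (2.20), and Osm (1.55) on array A (median −0.21, percentile 2.70). Of 20 integrin and adhesion genes, 5 were higher on array B, such as Itgb7 (−2.65), Itga4 (−1.82), Selplg (−1.67) and Cd151 (−1.05), and 0 on array A (median −0.15, percentile 21.4), and Itgb5 (at least 2.89-fold) and Itgb3 (at least 2.38-fold) were well above background on array B only. Itgb5 (−0.80), Itgb3 (−0.99) and Cd151 (−0.88) fall short of 2-fold with normexp, and Itgb3 (−0.96) and Cd151 (−0.76) with median scaling. The integrin median was −0.31 with the looser filter on dim probes and −0.31 by the brightest probe. Of 27 hypoxia and glycolysis genes, Ndrg1 (2.83-fold) and Slc2a1 (2.28-fold) were higher on array A and Egln1 (2.14-fold) on array B (median −0.01, percentile 37.8). Of 9 measured oligodendrocyte precursor genes, Cnp (−1.12) was at least 2-fold higher on array B and 0 on array A (median 0.07, percentile 74.9), and Lhfpl3 was well above background on array A only (at least 2.43-fold), which falls to 0.25 on the log2 scale with normexp. Of 32 ribosomal protein genes, 0 were at least 2-fold apart (median 0.03, percentile 52.4). With arrays scaled to their medians, the medians of the Toll-like receptor (0.20), mast cell (0.19), IL-3 receptor (0.08), integrin (0.14) and hypoxia (0.28) lists turn positive, and with scaling over probes well above background on both arrays those of the ribosomal (−0.06) and oligodendrocyte precursor (−0.01) lists turn negative. Median scaling gives medians of 0.50 for the T and NK cell, 0.36 for the oligodendrocyte precursor and 0.32 for the ribosomal list. By the brightest probe, the Toll-like receptor median was 0.07 and the ribosomal one −0.07, and with outlier spots left out the mast cell median was 0.04. The hypoxia median was −0.16 with the looser filter on dim probes and −0.16 with none, and 0.01 in the authors' table. The oligodendrocyte precursor median was −0.17 with normexp and −0.17 with no filter on dim probes, and that of the T and NK cell list was 0.09 with normexp and −0.16 with no filter. With median scaling, 5 of 17 macrophage and monocyte genes were at least 2-fold higher on array A and 1 on array B, in place of 3 and 2. Cnp (−0.83) and Egln1 (−0.81) fall short of 2-fold with median scaling, as does Egln1 with quantile scaling (−0.85), and Egln1 (−0.77), Vpreb1 (−0.94) and Vpreb3 (−0.92) with normexp.

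In all, 785 genes were well above background on array A only and 905 on array B only. Among those with a symbol and the largest bounds on array A were Olfm3, a secreted olfactomedin (at least 136-fold), Serpinb9g (at least 25.8-fold), the cytokine subunit Il23a (at least 14.5-fold), Nrg3 (at least 13.5-fold) and Myoz2 (at least 9.78-fold). On array B they included S100a8, the partner of S100a9 (at least 180.0-fold), Acss1 (at least 33.4-fold), the platelet chemokine Ppbp (at least 24.1-fold), Vmn1r79 (at least 19.4-fold) and Trpa1 (at least 14.5-fold). With normexp these bounds are smaller, such as 2.87 on the log2 scale for Serpinb9g, 2.17 for Il23a, 2.17 for Nrg3, 1.77 for Myoz2 and −2.27 for Trpa1. The Vmn1r79 spot lies in a patch where 65.6% of neighbouring spots dim on array A were well above background on array B, against 5.53% over the array. Other measured genes with large differences towards array A were Serpinb9e (4.72), Hkdc1 (4.66), Tarm1 (4.50) and Cd200r2 (4.32). With normexp these were 3.30, 3.14, 2.87 and 3.81. Towards array B they were Col5a1 (−4.61), Tesc (−4.39), Gstt1 (−4.36), Dmwd (−4.28) and Slc36a2 (−4.00). With normexp these were smaller too, at −4.39, −3.13, −3.25, −3.40 and −3.38. The Serpinb9 and Bcl2a1 genes belong to families whose members share sequence, so a probe of 1 member can read another.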
